A study of Bos taurus with 4 samples. Its data were reported in "Transcriptomic profile of semitendinosus muscle of bulls of different breed and performance" (2020).

How the data were processed

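The 4 arrays were Agilent two-colour bovine arrays, each hybridised with Cy5-labelled cRNA of 1 Limousin (LIM) and Cy3-labelled cRNA of 1 Holstein-Friesian (HF) bull, per the labels. The labels number them as 4 biological replicates, and each array held its own pair of bulls. Hereford arrays of the same study were not analysed here.

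Per the file headers the authors scanned the arrays and quantified the spots with Feature Extraction. The deposited intensity values are the median brightness of each spot and of its local background in each dye, not normalized, together with processed signals that the software had background-subtracted and dye-normalized. The deposited log10 ratios are the processed red (Cy5) over the green (Cy3) signal, and the series value table held the same log10 ratios, with a largest difference of 0 from the scanner files. The medians of its 4 columns were 0, 0, 0 and 0 for arrays 1 to 4, on the scale and in the direction of the scanner's ratios and with no further centring. The software had set between 5507 and 6743 of these log10 ratios per array to exactly 0. The files hold no mean foreground signal, so the median foreground was used where the mean had been planned.

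Background was corrected with limma's normexp method with an offset of 50, log2 ratios were normalized within each array by loess with control spots at weight 0, and spots flagged as non-uniform (5 to 10 per array) were left out. No spot was saturated. Spots of a probe were averaged, which gave 21475 probes, and the 15856 probes well above background in the same channel on at least 3 arrays were kept. The offset shrinks ratios of dim probes: on simulated data a log2 ratio of 1 was recovered as 0.48 at a mean log2 intensity under 8 and as 0.94 over 10.

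The mean log2 ratio of each probe was tested against 0 (two-sided) with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all probes kept. Errors are moderated standard errors over 4 arrays. The fit was tested on simulated data with the spread of the 15856 probes of this comparison. It recovered 10.2% of probes changed 1.3-fold, 40.4% of those changed 1.5-fold, 69.4% of those changed 2-fold and 94.2% of those changed 4-fold. At these folds 5.1, 20.2, 34.7 and 47.1 changed probes were called per run, against 867 probes in the data. With fewer changed probes the adjustment is stricter, so these shares may differ from those in the data. Log2 ratios correlated between arrays across probes with Pearson's r from 0.40 to 0.60; probes are not independent replicates. The median SD between arrays was 0.19 and the SD between duplicate spots 0.038 to 0.043 per array.

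Probes were named by matching their accession, without version, to a RefSeq gene table of the assembly ARS-UCD2.0. A symbol was found for 8297 of 21475 probes (7788 symbols), and 6376 genes had a kept probe. The array design refers to another build, so the table was used for names only and no coordinates are given. Each gene was represented by its kept probe with the highest mean intensity. Of 318 genes with several kept probes, 3 had probes in opposite directions, each at an unadjusted p under 0.05.

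Before the data were examined, 32 gene lists, the alternatives and the rule for named genes were fixed. The lists were tested with limma's camera (correlation preset to 0.01, and estimated as an alternative), with Benjamini-Hochberg adjustment over the 32 lists; 2 further lists taken from the study were described only. The named genes are the 12 with the highest and the 12 with the lowest ratios among genes with an adjusted p under 0.05, the same sign on all 4 arrays and a signal well above background in both channels on all 4 arrays; up to 4 genes per list by the largest changes past the test, or else by the smallest unadjusted p; the genes the study named; and up to 4 genes with the largest bounds. JUN, ZFP36 and KLF6 were named after their values were seen. A bound is the mean of the bright channel over that of the dim channel, taken per array at the lowest signal of probes well above background or its own, after loess and Aquantile.

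Alternatives were the background correction, the offset, processed signals, median centring, Aquantile and scale normalization, the filter on dim probes, outlier spots, an intensity trend with a robust prior, array weights, the methods' t-test with a fold of at least 1.3, unpaired fits of the channels, the series value table, the mean of all probes of a gene, and leaving out each array. Centring on the kept probes only was added after seeing the data. All arrays lay on 1 slide and were scanned together, so no slide or scan could be used as a block.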

Results

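Gene expression was compared in the semitendinosus muscle, a hind-leg muscle, of 15-month-old bulls of the Limousin breed (LIM, raised for beef) and the Holstein-Friesian breed (HF, raised for milk). Each of 4 two-colour microarrays carried the RNA of 1 LIM bull, labelled with the red dye Cy5, against the RNA of 1 HF bull, labelled with the green dye Cy3, so that 4 bulls of each breed were measured. Of 42990 spots for bovine transcripts, between 32513 and 33527 were well above background in the LIM channel and between 27102 and 28769 in the HF channel. The red channel was thus the brighter one on all 4 arrays. No array carried the dyes in the opposite order, so breed and dye cannot be told apart, and values are given for the channel labelled LIM over the channel labelled HF. The number of arrays limits the precision.

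The comparison of the breeds addressed which genes differ in muscle between a beef and a dairy breed. All log2 ratios below follow the dye labels, and for the genes discussed below whose direction the study's text gives, this direction is the opposite. In the channel labelled LIM, ATF3, a stress-induced transcription factor, had a log2 ratio of -4.26 ± 0.65 (moderated SE, n = 4), FOS, a subunit of the AP-1 transcription factor, -3.47 ± 0.44, and MYC, a transcription factor that drives growth, -2.78 ± 0.24. PDK4, a pyruvate dehydrogenase kinase, had -3.05 ± 0.49. The channel labelled LIM held more mRNA of MT2A, a metal-binding metallothionein (3.07 ± 0.19), of COL3A1, the chain of type III collagen (2.53 ± 0.44), and of UCP3, a mitochondrial carrier of skeletal muscle (1.67 ± 0.10).

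The other genes with the largest decreases were LOC513055 (-3.63 ± 0.18), GADD45G (-2.86 ± 0.32), CCN1 (-2.50 ± 0.43), KLF4 (-2.31 ± 0.20), IFRD1 (-2.07 ± 0.32), RRAD (-2.04 ± 0.25), ID1 (-1.95 ± 0.15) and TRIB1 (-1.92 ± 0.17). Those with the largest increases were METTL21E (2.02 ± 0.24), the calcium-binding protein PVALB of fast fibres (1.90 ± 0.33), SMTNL2 (1.56 ± 0.17), NDRG2 (1.52 ± 0.18), PDLIM7 (1.39 ± 0.24), SPSB2 (1.34 ± 0.12), IGFLR1 (1.31 ± 0.23), ABCF2 (1.17 ± 0.13) and HOXA4 (1.13 ± 0.08). Each of these 24 genes had the same sign on all 4 arrays and an adjusted p under 0.05 in limma. Their adjusted p lay between 0.0157 for LOC513055 and 0.0445 for PVALB.

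**Figure D1:**
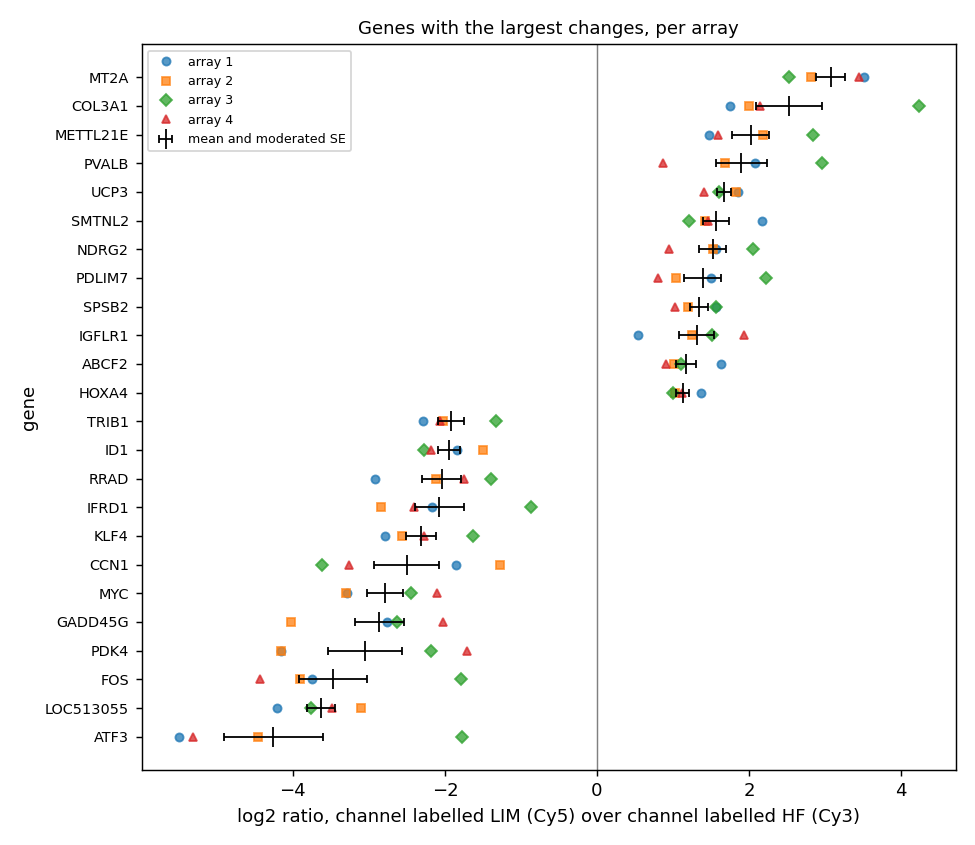
Log2 ratio of the channel labelled LIM over the channel labelled HF (horizontal axis) for the 12 genes with the highest and the 12 with the lowest ratios among those past the test. Symbols are the 4 arrays, and bars are the mean with its moderated SE; ATF3 lies lowest at -4.26 and MT2A highest at 3.07.

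Over all 15856 probes kept, 867 had an adjusted p under 0.05, 469 with a higher and 398 with a lower signal in the channel labelled LIM. Of these, 53 were at least 2-fold higher and 99 at least 2-fold lower. An unadjusted p under 0.05 was reached by 4325 probes, against 792.8 if no probe differed. The number of calls depended on the model and on each array: limma with an intensity trend and a robust prior called 0 probes (4098 at an unadjusted p under 0.05), and leaving out array 1, 2, 3 or 4 left 0, 0, 51 and 0 calls. Centring each array on its median in place of loess called 3525 higher and 275 lower probes, 92.8% higher against 54.1% with loess, and moved the median ratio of the kept probes to 0.25.

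Immediate-early genes, which respond to a stimulus within minutes, were the list with the largest shift. Of 24 measured members 14 were lower in the channel labelled LIM, 0 were higher and 10 did not pass the test; adjusted over the list alone, 19 were lower. Besides ATF3, FOS, GADD45G and MYC the lower genes included JUN (-1.89 ± 0.17), ZFP36 (-1.69 ± 0.10) and KLF6 (-1.69 ± 0.17). The list median was -1.61 and the medians per array lay between -1.50 and -1.39. The adjusted p was 5.19e-14 in limma's camera test with a preset correlation and adjusted p = 0.19 with an estimated correlation. With median centring the median was -1.04.

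The list of glycolysis and glycogen turnover genes had a higher median. Of 13 measured members 4 rose, 0 fell and 9 did not pass; adjusted over the list alone, 9 rose. The genes that rose were PGAM2 (0.72 ± 0.09), TPI1 (0.65 ± 0.10) and ENO3 (0.59 ± 0.10), which encode glycolytic enzymes, and GYS1 (0.65 ± 0.10), the muscle glycogen synthase. The list median was 0.65 (camera adjusted p = 6.81e-06, and adjusted p = 0.66 with an estimated correlation), and 1.34 with median centring. Of 9 fast-twitch fibre genes PVALB and TNNC2 (0.68 ± 0.12), the fast troponin C, rose and 7 did not pass, with a list median of 0.48 (camera adjusted p = 0.0175, and adjusted p = 0.66 with an estimated correlation); adjusted over the list alone, 4 rose. The fast-twitch list did not pass with processed signals or the series values (median 0.46, adjusted p = 0.0718) or with the methods' t-test at its own thresholds (adjusted p = 0.0737), where the alternatives ranged from 0.00325 to 0.66, and its median was 0.32 without array 1 and 1.20 with median centring. Of 9 slow-twitch genes MYL3, a slow myosin light chain, fell (-0.74 ± 0.12), myoglobin (MB) rose (1.02 ± 0.15) and 7 did not pass. The slow-twitch list did not pass (median -0.87, camera adjusted p = 0.112), and its median ranged from -1.89 on array 1 to 0.02 on array 4. Without array 4 it passed (median -1.13, adjusted p = 0.0197, where the alternatives ranged to 0.84), and its median was -0.40 without array 1 and -0.14 with median centring. Of 50 oxidative phosphorylation genes NDUFA5 (-0.56 ± 0.06), NDUFB10 (-0.51 ± 0.09) and ATP5PO (-0.38 ± 0.06) fell and 47 did not pass, and the list did not pass (median -0.15, camera adjusted p = 0.153). With median centring in place of loess the ratios of NDUFA5, NDUFB10 and ATP5PO and the median of this list were above 0. The list passed as higher with median centring (0.54, adjusted p = 0.0258) and with centring on the kept probes (0.29, adjusted p = 0.00453) and as lower without array 4 (-0.19, adjusted p = 0.0417), where the alternatives ranged from 0.00453 to 0.84, so no direction is given for it.

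**Figure D2:**
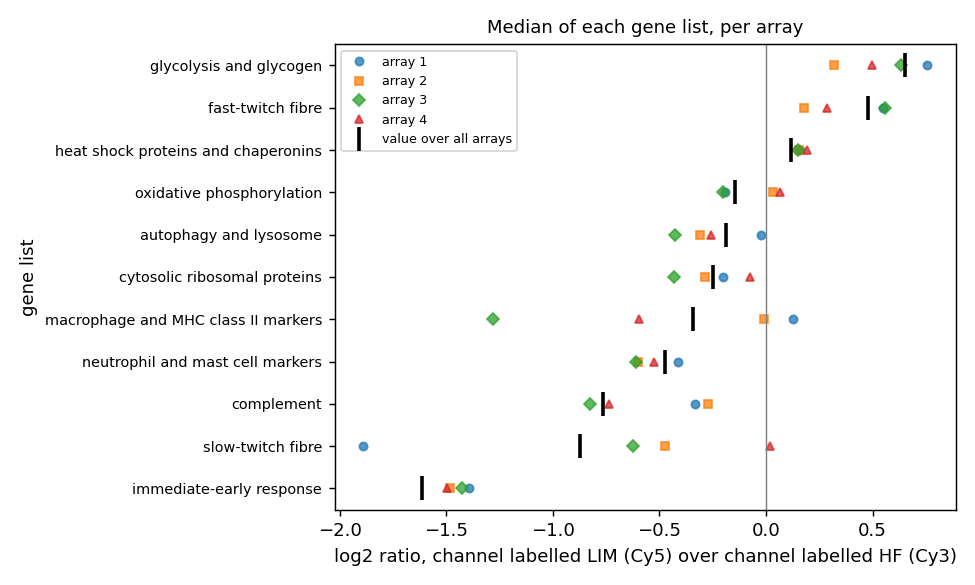
Median log2 ratio of the channel labelled LIM over the channel labelled HF (horizontal axis) of the 9 gene lists past the camera test with a preset correlation and of the slow-twitch and oxidative phosphorylation lists, which did not pass. Symbols are the 4 arrays and bars the median of the genes' mean ratios; the immediate-early list lies lowest at -1.61 and the glycolysis list highest at 0.65.

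Among lists of other functions, 56 cytosolic ribosomal protein genes had a median of -0.25, with RPL23A lower (-0.49 ± 0.06) and 55 members not past the test (camera adjusted p = 1.21e-08, and adjusted p = 0.69 with an estimated correlation). Of 21 autophagy and lysosome genes GABARAPL1 (-1.50 ± 0.22) and the protease CTSD (-0.46 ± 0.06) fell and 19 did not pass (median -0.19, camera adjusted p = 0.00994, and adjusted p = 0.84 with an estimated correlation). With median centring in place of loess the medians of both lists and the ratios of RPL23A and CTSD were above 0, and neither list passed then (adjusted p = 0.157 and 0.851) or with centring on the kept probes (adjusted p = 0.0802 and 0.589, where the alternatives ranged from 2.95e-11 to 0.69 and from 0.00032 to 0.851). Of 27 heat shock protein and chaperonin genes CCT6A (0.54 ± 0.09) and CCT7 (0.47 ± 0.06), subunits of a cytosolic chaperonin, rose and 25 did not pass (median 0.12, camera adjusted p = 0.0246, and adjusted p = 0.60 with an estimated correlation). This list did not pass with processed signals or the series values (median 0.28, adjusted p = 0.0718), with the methods' t-test at its own thresholds (adjusted p = 0.085) or without array 2 (median 0.083, adjusted p = 0.0532), where the alternatives ranged from 0.00031 to 0.60, and its median was 0.23 without array 3 and 0.76 with median centring.

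Of 13 complement genes CFB (-1.48 ± 0.23), CFD (-1.17 ± 0.20), MASP1 (-1.13 ± 0.15) and SERPING1 (-0.76 ± 0.11) fell and 9 did not pass (median -0.76, camera adjusted p = 0.00994, and adjusted p = 0.66 with an estimated correlation). The complement median was -0.11 without the filter on dim probes, -0.15 with median centring and -0.41 with centring on the kept probes. Among markers of other cell types, TPSB2, a mast cell tryptase, fell (-0.88 ± 0.10) while the other 5 of 6 neutrophil and mast cell markers did not pass (median -0.47, camera adjusted p = 0.00595, and adjusted p = 0.60 with an estimated correlation). The neutrophil and mast cell median was -0.94 with processed signals and -0.22 without the filter on dim probes. None of 11 macrophage and MHC class II markers passed, with CD74 at -0.71 ± 0.22 and a list median of -0.34 (camera adjusted p = 0.0246, and adjusted p = 0.84 with an estimated correlation). The median of these macrophage markers was -1.28 on array 3 and 0.13 on array 1. The macrophage list did not pass without array 3 (median -0.15, adjusted p = 0.204), without array 4 (-0.32, adjusted p = 0.0947) or with the methods' t-test at its own thresholds (adjusted p = 0.0737), where the alternatives ranged from 0.0027 to 0.84, and its median was -0.60 without array 1 and -0.12 with median centring. The endothelial markers had a median of -0.21 and the erythrocyte and blood markers 0.05, and neither list passed. The endothelial list passed without array 2 (-0.38, adjusted p = 0.00211, where the alternatives ranged to 0.90) and its median was 0.058 with median centring, and the erythrocyte median was -0.048 without array 3 and -0.0098 without the filter on dim probes.

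In all, 9 of 32 lists passed with the preset correlation, 3 higher and 6 lower, and 0 with an estimated correlation. That 0 does not show that correlation between genes removes the shifts. The estimated correlation was -0.0077 for heat shock, -0.084 for neutrophil and mast cell and 0.026 for immediate-early genes, near or below the preset 0.01. Their adjusted p still rose, so this setting changes more than the correlation. For the other lists past the test the estimate was 0.10 to 0.68, and the parts cannot be told apart. The number of lists did not stand apart from other arrangements of the arrays: turning the sign of some arrays gave up to 12 lists.

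Members past the test in the other lists, which did not pass, were PDK4, UCP3 and DECR1 (-0.54 ± 0.07, and 0.0069 with median centring) of fatty acid oxidation, CFD of adipocyte genes, COL3A1 of the fibrillar matrix, and EIF4A1 (-0.71 ± 0.13) and EIF3J (0.41 ± 0.07) of translation initiation. MT2A and GADD45A (-1.09 ± 0.20) passed among the genes listed for muscle atrophy, and ID1, LTBP2 (-1.66 ± 0.25), PPM1A (0.65 ± 0.12), SMAD2 (0.49 ± 0.07) and TGFB2 (0.43 ± 0.07) among those of TGF-beta, activin and BMP signalling. ITGA7 (0.36 ± 0.06), a laminin receptor subunit of muscle, passed among the myogenic regulators, and DDIT4 (-1.88 ± 0.21), a stress-induced inhibitor of mTOR signalling, and GSK3B (0.40 ± 0.07), a kinase of insulin signalling, among the IGF and mTOR genes. The hypoxia list held SLC2A1 (-0.93 ± 0.15) and EGLN3 (-0.50 ± 0.06), the smooth muscle list LMOD1 (-0.43 ± 0.08, and 0.022 with median centring), the fibroblast list OSR1 (-1.28 ± 0.24), and the nerve list the acetylcholine receptor subunits CHRNG (0.84 ± 0.10, well above background in the channel labelled HF on 1 of 4 arrays) and CHRNA1 (-0.70 ± 0.12). PDK4 and DDIT4 passed in the glucocorticoid and fasting list. No member passed among the lists of the tricarboxylic acid cycle, the proteasome, calpains, MHC class I and interferon response, T and B lymphocytes, endothelium, tendon and cartilage, and erythrocytes.

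The genes the study named bear on the control of muscle growth by myostatin and related factors. MSTN, which encodes myostatin, an inhibitor of muscle growth, had a ratio of 0.68 ± 0.13 (adjusted p = 0.0505) and FST, which encodes its antagonist follistatin, -1.002 ± 0.198 (adjusted p = 0.0545); neither passed. SMAD2, TGFB2 and GSK3B were higher and CTSD was lower in the channel labelled LIM, all with an adjusted p under 0.05. TRIM63 (-1.07 ± 0.23), CTSF (-1.14 ± 0.23), FHL3 (-0.50 ± 0.10), SIRT1 (-0.30 ± 0.08), FHL2 (-0.17 ± 0.06), HSPA8 (0.57 ± 0.11) and BMPR1A (0.35 ± 0.07) did not pass. From the processed signals of the scanner software MSTN had 1.53 (adjusted p = 0.033) and FST -1.13 (adjusted p = 0.0426), and both passed. All 13 measured genes had the same sign on all 4 arrays. For the 12 of them whose direction the body of the study's text gives, that sign was the opposite (with median centring, CTSD and FHL3 turned). TRIM63 was not counted among these 12. The study's abstract lists it as higher in beef breeds, which is also the opposite of its ratio of -1.07 here. BMPR2 was not analysed here, and no other genes the study listed were compared with its directions. The study chose these genes on these samples, so their count is not independent evidence, and adjusted over the list alone 6 were higher and 7 lower. Of 7 measured factors that the study named as not differing, 0 passed over all probes, and adjusted over the list alone 3 were higher and 1 lower.

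**Figure D3:**
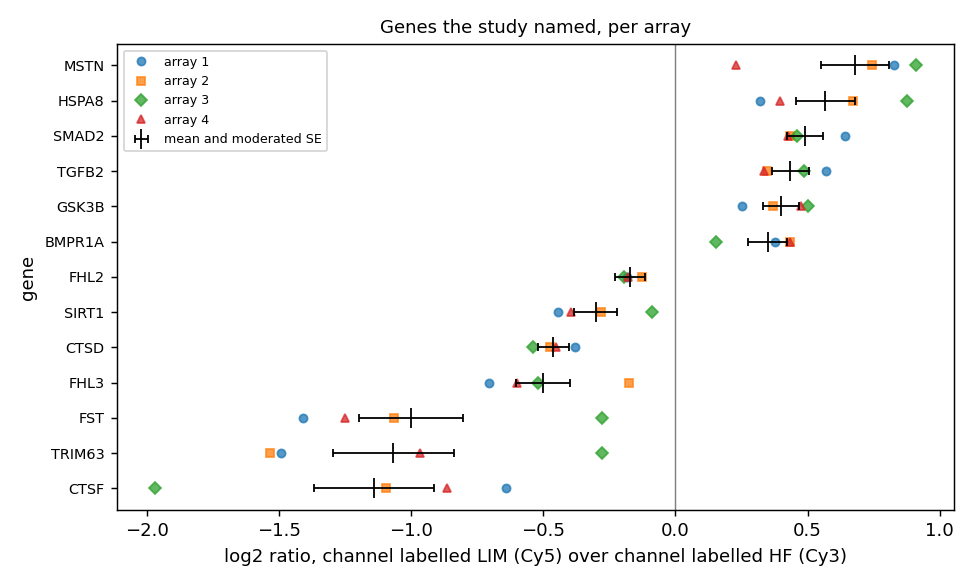
Log2 ratio of the channel labelled LIM over the channel labelled HF (horizontal axis) for 13 measured genes the study named. Symbols are the 4 arrays and bars the mean with its moderated SE; MSTN lies highest at 0.68 and CTSF lowest at -1.14, and each gene keeps 1 sign on all 4 arrays.

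A total of 1139 probes were well above background in the channel labelled LIM on all 4 arrays and in the channel labelled HF on none, and 0 probes the other way round. For these only a bound can be given, which is open to dye bias since the red channel was brighter throughout. The largest bounds of named genes were at least 2.19-fold higher for SAA3 (adjusted p = 0.123), 1.67-fold for NSG2 (adjusted p = 0.0405), 1.58-fold for DIRAS3 (adjusted p = 0.0515) and 1.49-fold for SPON1 (adjusted p = 0.0891).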

Values the study reported

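The study reported 463 transcripts that changed in the same direction from HF in both beef breeds, LIM and Hereford. This count covers both beef breeds together.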

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

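The tests in this part on the spike-in slope, the exchange of breed and dye, the other cell types, the share of muscle fibres and the probe-specific dye bias were chosen after the result was seen. Of 91 values checked over the 4 arrays, 3 had 1 array far from the other 3 by Dixon's ratio, where chance gives about 4.55. They were COL3A1 (ratio 0.844, 4.23 on array 3 against 1.75 to 2.14 on the others), SMAD2 (ratio 0.836, 0.64 on array 1 against 0.42 to 0.46) and ATP5PO (ratio 0.900, -0.48 on array 3 against -0.35 to -0.33).

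For all 12 genes compared with the direction in the study's text, the sign of the ratio was the opposite (CTSD and FHL3 turned with median centring). An exchange of the red and green channels in the scanner output is argued against by the spike-in controls, whose slope of observed on expected log ratios was at least 0.906, although these controls cannot show which breed received which dye. A common shift of all ratios by the normalization is argued against as well. The study gave some of these genes as higher and some as lower, and both kinds went the other way. The median of these genes, signed so that the study's direction is positive, was at most -0.48 over the scaling and input alternatives. A common shift raises some signed values and lowers others, so this median could hardly turn and tests little. Whether breed and dye were exchanged, in the labels or in the study's ratios, stays open, and so does the breed to which every direction above belongs: that 0 of 12 genes had the study's direction is the observation itself and tests neither. The study's qPCR of FST, SIRT1, MSTN, SMAD2, HSPA8, GSK3B and TGFB2 and its blot of myostatin protein, which do not rest on the array dyes and were not analysed here, went in the study's direction, which weighs toward an exchange in the labels without settling it.

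The immediate-early list had a lower median in the channel labelled LIM, with 14 of 24 members past the test and an adjusted p of 5.19e-14, which ranged from 2.27e-16 to 0.19 over the alternatives and was highest with an estimated correlation. An intensity-dependent dye bias that loess left in all genes of like intensity is argued against. The list median lay at percentile 0 of 10000 random lists matched on intensity, whose central range was -0.11 to 0.17. Those lists were drawn after loess, so the loess curve itself was not tested. The list median was -1.04 under median centring. RNA from other cell types in the HF pieces stays open for neutrophils and mast cells, whose list had the lowest median of the 9 lists of such cells, -0.47 against -1.61 for the immediate-early list, and -0.94 against -1.70 with processed signals; the other 8 lists reached at most 38.5% of the immediate-early median under any alternative. Probe-specific dye bias and breed cannot be told apart, with 0 arrays in the opposite dye order. A difference between breeds in handling before sampling was not tested and also stays open.

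The glycolysis list had a higher median in the channel labelled LIM, with 4 of 13 members past the test and an adjusted p of 6.81e-06, which ranged from 3.18e-07 to 0.66 over the alternatives and was highest with an estimated correlation. An intensity-dependent dye bias that loess left in all genes of like intensity is argued against. The list median lay at percentile 100 of the random lists matched on intensity, whose central range was -0.29 to 0.16. Those lists were drawn after loess, so the loess curve itself was not tested. The size of the shift depended on that correction, with a median of 1.34 under median centring. A larger share of muscle fibres in the LIM pieces, with fibre types unchanged, stays open as the only cause, although the fibre lists weigh against it. The glycolysis median exceeded the slow-twitch median by 1.29 ± 0.48 (SE, n = 4 arrays). This gap ran from 0.48 on array 4 to 2.65 on array 1, and was 0.84 without array 1. The slow-twitch list itself did not pass (camera adjusted p = 0.112). Its median ran from -1.89 on array 1 to 0.02 on array 4, so the gap does not settle the question. A larger share together with a difference in fibre type could leave such a gap too, and stays open. The fast-twitch (0.48), neutrophil and mast cell (-0.47), macrophage (-0.34) and endothelial (-0.21) medians go with a larger share. So do, with smaller medians, smooth muscle (-0.19), tendon and cartilage (-0.12), T and B lymphocytes (-0.08), fibroblasts (-0.08) and nerve (-0.04). The fibrillar matrix (0.21), adipocyte (0.05) and erythrocyte (0.05) medians do not. The smooth muscle, tendon and cartilage, lymphocyte, fibroblast and nerve lists did not pass with loess, and several signs turned with the setting. With median centring smooth muscle (0.32), fibroblasts (0.27), nerve (0.0071) and endothelial markers (0.058) lay above 0. Tendon and cartilage did so without array 1 (0.098). The adipocyte median turned as well, to -0.014 without array 4, and the erythrocyte median to -0.048 without array 3. Probe-specific dye bias and breed cannot be told apart here either (0 arrays in the opposite dye order), and a biological difference in fibre type between the breeds stays open as untested.

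Turning the sign of some arrays gives 8 splits of the 4 arrays, too few for a share under 0.05. For probes past the test, 1 of 8 splits gave a count as large, with 867 in the real split and 0 as the highest other. For genes the study named, 1 of 8 did, with 4 and 0. For gene lists, 4 of 8 did, with 9 in the real split and 12 as the highest other. Each of the 9 lists also passed in 1 to 5 of the 7 other splits, among them the immediate-early list in 4, glycolysis in 3 and ribosomal proteins in 5. The autophagy and macrophage lists each had a median as large in size in 1 other split (up to 0.27 against 0.19 and 0.38 against 0.34).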

How the results depend on the processing

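Centring on the kept probes was chosen after seeing the data. Of the 61 named genes past the test, 61 kept sign and call with array weights and with outlier spots kept, and 59 without background correction. Fewer did so with scale normalization (48), with the unpaired fit of the channels (50), and with processed signals or the series values (44 each). With median centring 45 did, 9 lost the call and 7 turned sign, and with centring on the kept probes 51 did, 9 lost the call and 1 turned. Without the filter on dim probes, which leaves their ratios as they were, 37 kept the call. All 61 lost the call with an intensity trend and robust prior and with the methods' t-test after Benjamini-Hochberg, which leave the ratios as they were too, and without array 1, 2 or 4, where no sign turned; without array 3, 52 lost it. Aquantile normalization, which alters intensities and not ratios, and the mean of all probes, as each of these genes had 1 kept probe, could not move their ratios and test nothing here. The offset shrinks ratios of dim probes: MSTN had 0.68 with an offset of 50 and 0.93 with an offset of 16. From processed signals MSTN had 1.53. That setting changes the background subtraction, the offset and the dye normalization together, so it cannot tell which of them moved the ratio. Leaving out saturated probes moved nothing, as no spot was saturated. Where no cause is named, the cause was not tested.

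Against 867 probes (469 higher, 398 lower), processed signals called 1336 (806 higher), the values of the series 1339 (807 higher), and the single-channel fit 2031 (1107 higher, 924 lower). The methods' t-test called 1479 (819 higher, 660 lower) at its own thresholds and 1 (1 higher, 0 lower) after Benjamini-Hochberg, with 3470 at an unadjusted p under 0.05. The intensity trend with a robust prior called 0 (0 higher, 0 lower), with 4098 at an unadjusted p under 0.05. Median centring called 3800 (3525 higher, 275 lower), and centring on the kept probes 5486 (2595 higher, 2891 lower). Leaving out 1 array gave 0 to 51 probes, 0 to 15 higher and 0 to 36 lower, where fewer arrays entered the fit.

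Against 4 genes the study named, 7 passed without background correction, 8 with an offset of 16, 9 with array weights, and 10 with probes above background in both channels on all arrays, with the methods' t-test at its own thresholds, with the single-channel fit and with centring on the kept probes. The trend with a robust prior and the methods' t-test after Benjamini-Hochberg left 0, and leaving out 1 array 0 to 1. Against 9 gene lists, 0 passed with an estimated correlation, 7 with processed signals, 6 with the methods' t-test (fast-twitch, heat shock and macrophage lists lost), and 12 with either centring, which lost 2 and gained 5. Both centrings lost ribosomal proteins and autophagy and gained oxidative phosphorylation, translation (0.63 and 0.38), the proteasome (0.76 and 0.50) and T and B lymphocytes (-0.24 and -0.50); median centring also gained tendon and cartilage (-0.077) and centring on the kept probes the fibrillar matrix (0.56). Leaving out array 1 gained the fibrillar matrix (0.40), array 2 lost heat shock proteins and gained endothelium, array 3 lost macrophages and gained MHC class I (0.22), and array 4 lost macrophages and gained slow-twitch fibres (-1.13) and oxidative phosphorylation (-0.19).

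Under median centring the ratios of CTSD (0.21), FHL3 (0.21), NDUFA5 (0.10), NDUFB10 (0.16), ATP5PO (0.28), DECR1 (0.0069), RPL23A (0.19), ITGB2 (0.22) and LMOD1 (0.022) turned above 0, as did the medians of oxidative phosphorylation (0.54), ribosomal proteins (0.44), autophagy (0.29) and endothelial markers (0.058). This setting also moved the median of all kept probes to 0.25, and of the 65 named genes that kept their sign it made 19 ratios larger and 17 smaller by over 1.5-fold. Centring on the kept probes did so for 14 and 15 of 73, and processed signals made 10 of 74 larger. With centring on the kept probes ATP5PO (0.020) and the medians of oxidative phosphorylation (0.29), ribosomal proteins (0.18) and autophagy (0.034) turned above 0. So did those of smooth muscle (0.065) and fibroblasts (0.012). Median centring turned both as well (0.32 and 0.27), and the nerve median too (0.0071). The erythrocyte median turned below 0 without the filter on dim probes (-0.0098), and leaving out 1 array moved it from -0.048 to 0.124. Each ratio already pairs the breeds within an array, and the fit that left the array out of the model called 1089 probes (586 higher, 503 lower).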

Other observations

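Of the 867 probes past the test, 479 matched no gene symbol. Among those well above background in both channels on all 4 arrays, the lowest had a log2 ratio of -5.61 ± 0.85 (moderated SE, n = 4, adjusted p = 0.0355), lower on 4 of 4 arrays and lower than that of any gene described above, and the highest had 2.65 ± 0.37 (adjusted p = 0.0315). MYOG, which encodes myogenin, a transcription factor of muscle differentiation, had 1.13 ± 0.32 and did not pass (adjusted p = 0.0995); it was chosen after its value was seen.

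Across probes, the channels labelled LIM correlated with each other at r = 0.989 to 0.993 and those labelled HF at 0.9752 to 0.989; probes are not independent replicates and the difference was not tested.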
